A study of Homo sapiens with 27 samples. Its data were reported in "Ras-MAPK inhibition induces AXIN1 loss in colorectal cancer by mTOR associated suppression of protein synthesis" (2026).

How the data were processed

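RNA sequencing libraries of SW480 cells were grouped by treatment and time as the sample labels give them, which made 9 groups of 3 libraries, and no library was left out. According to the methods of the study, the authors prepared stranded mRNA libraries with TruSeq chemistry, aligned reads to hg38 with STAR and summarised them per gene with featureCounts and a Gencode Basic annotation. The deposited table gives the authors' counts per gene symbol for each library as whole numbers. Beside them the authors deposited a normalized signal, which was checked to equal the counts divided by a single DESeq2 size factor per library and was not used further. The authors also deposited, for each drug against DMSO of the same time, a log2 fold change with its log2 standard error and an adjusted p-value from their pairwise DESeq2 tests. The strand and multimapping settings of the counting are not given in the sources used here, so values of genes with close paralogs or pseudogenes, such as ribosomal protein, AKR1C and histone genes, may include reads of their relatives. How far the mRNA libraries capture transcripts of replication-dependent histones was not tested either.

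The table held 44721 genes, of which 15743 had no count in any library. The filter of edgeR (filterByExpr, minimum count 10) kept 18049 genes, which held at least 99.97% of the counts of each library. Totals ran from 51557108 to 76894055 counts, and the common biological coefficient of variation was 15.3%. Libraries of a group were compared with each other before they were averaged. No pair agreed within sampling noise, since the lowest chi-square per degree of freedom, over genes with at least 50 counts in the pair, was 10.8. The labels do not say whether the libraries of a group came from separate cultures, while the study describes its sequencing data as coming from separate experiments. P-values measure the spread between libraries of a group, pooled for each gene over the 9 groups, and not the spread of the compared groups alone.

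All 27 libraries were fitted in a single model of the 9 groups with edgeR 4.0.16 (TMM scaling, quasi-likelihood F test, two-sided) in R 4.3.3 with limma 3.58.1. Genes with a Benjamini-Hochberg FDR below 0.05 within a comparison were called changed. The 12 comparisons were each drug against DMSO at 8, 24 and 72 h, both drugs against each other at each time, the difference of each drug effect between 72 and 8 h as an interaction, and DMSO at 72 h against 8 h. Principal components were computed from the 500 most variable genes on log2 CPM with a prior count of 2. Coordinates and exon numbers came from the GRCh38 gene annotation of the reference and not from the deposited table. That annotation places another gene on the strand of AXIN2 and on the strand of TNKS within their bounds. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

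The 24 gene lists were fixed from general knowledge: Ras-MAPK output, Wnt target genes, intestinal stem cell markers, Wnt pathway components, AXIN1 turnover regulators, 5'TOP mRNAs, ribosome biogenesis, mTOR and translation control, DNA replication, G2/M genes, cell cycle exit, receptor tyrosine kinases and adaptors, integrated stress response, cholesterol biosynthesis, lysosome and autophagy, intestinal differentiation, glycolysis and hypoxia, interferon response, BCL2 family, YAP/TEAD target genes, NRF2 target genes, non-epithelial cell markers, mitochondrially encoded mRNAs, and replication-dependent histones. Some members stand in more than 1 list, such as AXIN2, LGR5 and RNF43 (Wnt targets and stem cell markers), SESN2, SLC7A11 and PDGFRB. Each list with at least 5 tested members was tested against all other genes with camera at a preset correlation of 0.01, adjusted over the 24 lists and the 6 comparisons of a drug with DMSO. In the interactions, and in DMSO at 72 h against 8 h, which was added as background, the adjustment ran over the lists of that comparison. Beside it camera was run with an estimated correlation, with which 6 of the 45 calls against DMSO held: Ras-MAPK output with trametinib at 8, 24 and 72 h, DNA replication and G2/M genes with trametinib at 24 h, and cell cycle exit with trametinib at 8 h. The test fry, which asks whether the members of a list move on balance in one direction without comparing them with other genes, called 77.

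Genes named in the text are AXIN1, AXIN2, TNKS, TNKS2 and EGR1, and up to 4 members of a described list with the largest absolute log2 fold change among those called. To these come the 5 highest and 5 lowest genes of each drug at 24 h and the 3 highest and 3 lowest of the other comparisons, among called genes with a mean of at least 5 CPM and no overlap between the libraries of both groups. The overlap condition did not apply to the interactions, and unnamed loci, clones and long or small non-coding RNA symbols were passed over. The lists, the naming rule, the comparisons, the tests of genes and lists and all alternatives but one were fixed before the data were examined. Of the genes this rule allows, the text gives values mostly for those whose call held in each alternative, a restriction made after the data were seen. Single results of some genes within the rule are not reported here, and these genes stay in the counts and list tests.

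Alternatives were DESeq2 size factors within edgeR, library size as the only scaling, the DESeq2 1.42.0 Wald test, no filter on low counts, a stricter filter (at least 1 CPM in at least 3 libraries), a fit of the compared groups alone, the replicate number as a block, and leaving out each library in turn. A fit without all replicate 3 libraries was added after seeing the data, since these libraries stood apart. Whether replicate numbers pair libraries across treatments was checked on the residuals of each group, where 25 of 27 libraries were closest to a library of their own number (median correlation 0.227 within and −0.0846 between numbers). In 6 of the 12 comparisons every same-number pair exceeded 0.1: trametinib at 8 and 24 h, CHIR at 8, 24 and 72 h, and both drugs against each other at 8 h. Values with the replicate block stand beside most results they change. In addition it brought YAP/TEAD targets past the threshold in the trametinib interaction (FDR 0.0764 to 0.00391) and the CHIR interaction (0.0557 to 0.0117), ribosome biogenesis in the CHIR interaction (0.0992 to 0.0414) and the BCL2 family in DMSO at 72 h against 8 h (0.0991 to 0.0434).

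The model was tested on simulated data with the dispersions of these libraries and 50 changed genes for each fold. It recovered 32% of 1.5-fold, 72% of 2-fold and 94% of 4-fold changes for trametinib against DMSO at 24 h, with 2 false calls among 16996 unchanged genes. For the interaction it recovered 10, 38 and 70%, also with 2 false calls. The limit on recovery first set for the interaction in this check was missed and was dropped after the result was seen. For CHIR against DMSO at 24 h, a simulated shift of the ribosome biogenesis list by 1.5-fold was called by camera, with either correlation, and by fry. In this simulation 0 other lists were called. Splits that mixed the real CHIR and DMSO libraries of that comparison gave 0 changed genes but had 1 to 9 lists past camera. Each such split held more CHIR libraries on one side than on the other. It so kept part of any CHIR effect, and its lists cannot be counted as false calls. The simulation drew genes independently. Neither check therefore tells how often lists are called falsely. Fold changes of genes without any count in a group were taken against a floor of 3 counts over the group, which covers counting error only.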

Results

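RNA sequencing measured transcript levels in SW480 cells, a human colorectal cancer line. The cells were treated with trametinib (100 nM), an inhibitor of the kinase MEK, with CHIR-99021 (10 µM, CHIR below), an inhibitor of the kinase GSK3, or with the solvent DMSO. Treatment lasted 8, 24 or 72 h, and each of the 9 groups held 3 libraries. The 27 libraries held between 51557108 and 76894055 counts, and 18049 genes had enough counts to be tested. The comparisons ask how each inhibitor changes the transcriptome, and the transcript of AXIN1 in particular, and whether the effects differ between the inhibitors and over time. Log2 fold changes are given ± SE of the edgeR model, and levels are given in CPM, counts scaled to the size of each library, ± SD with n = 3.

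The first principal component held 74.2% of the variance of the 500 most variable genes and the second 11.1%. The trametinib libraries lay apart from all others on the first. There the CHIR libraries (−38.07 to −25.49) and DMSO libraries (−27.94 to −3.73) met only at the edge. CHIR lay lower than DMSO in each same-number pair of libraries at each time. Replicate 3 stood apart from replicates 1 and 2 in each of the 9 groups. The chi-square per degree of freedom was 176 to 260 for pairs with replicate 3 and 29.3 to 40.3 for pairs of replicates 1 and 2 in the 72 h DMSO and CHIR groups, and 25 to 86.5 and 10.8 to 22.9 in the other groups. Trametinib changed 4288 genes at 8 h, 9668 at 24 h and 11436 at 72 h against DMSO of the same time (edgeR, FDR below 0.05). CHIR changed 3642, 6252 and 8817 genes. The highest and lowest genes of a comparison of groups are given among changed genes of at least 5 CPM whose libraries did not overlap. With all replicate 3 libraries left out, a setting chosen after seeing the data, these counts were 6261, 10659 and 11876 for trametinib and 5773, 8465 and 10694 for CHIR.

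**Figure D1:**
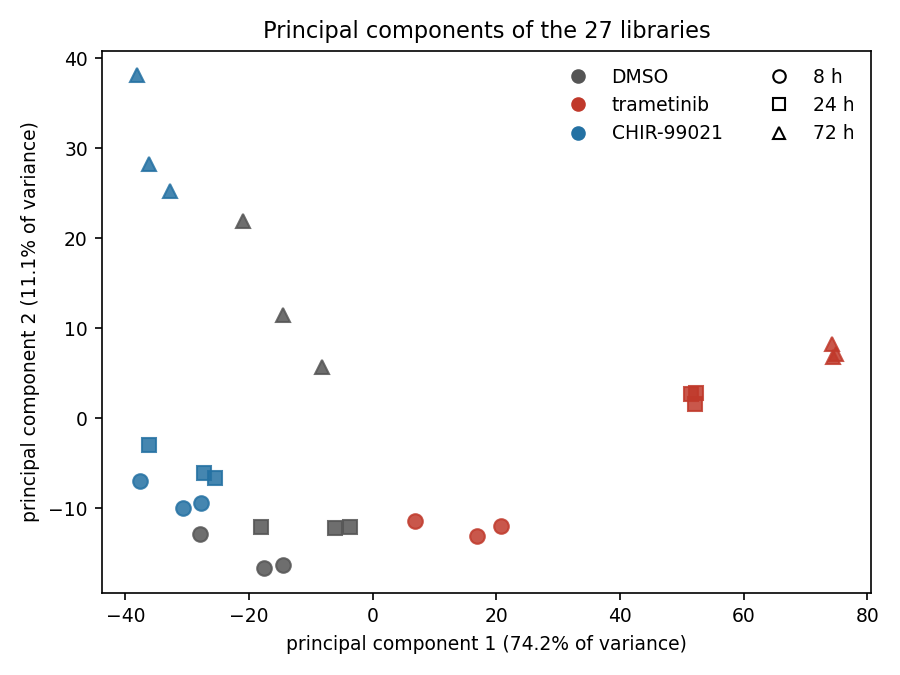
Each point is 1 of the 27 libraries, placed by its scores on the first and second principal components of log2 CPM, which hold 74.2% and 11.1% of the variance, with colour for treatment and shape for time. Trametinib libraries lie apart from DMSO and CHIR libraries on the first component.

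**Figure D2:**
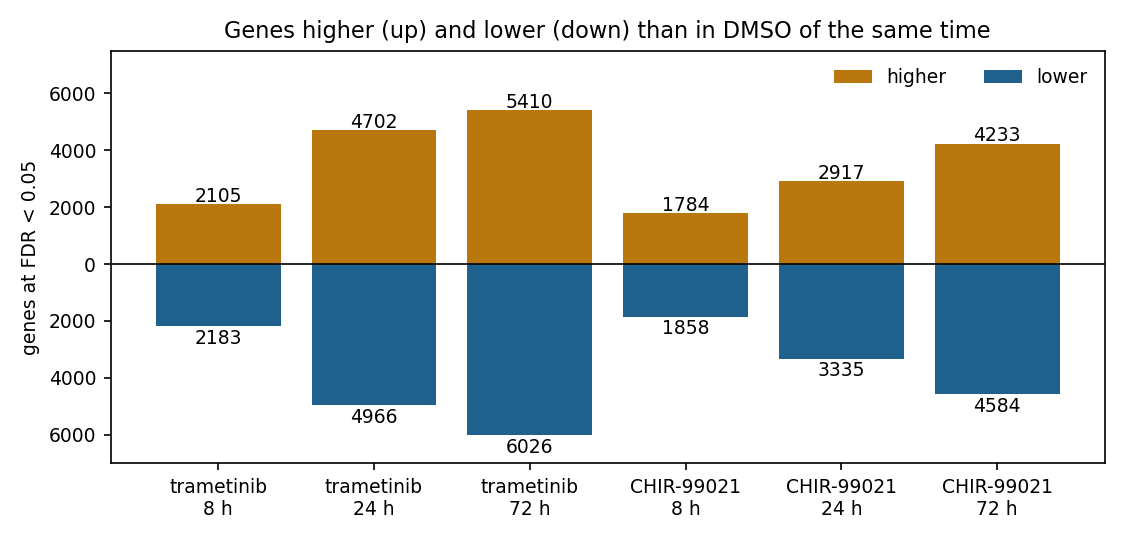
Bars count the genes higher (up) and lower (down) with each drug than in DMSO of the same time at FDR below 0.05, and the number stands at each bar. Counts grow from 2105 higher and 2183 lower genes at 8 h to 5410 and 6026 at 72 h with trametinib.

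AXIN1, the scaffold of the complex that marks beta-catenin for destruction, fell with trametinib at every time and rose with CHIR. It lay at 35.3 ± 0.746 CPM with trametinib and 50.5 ± 6.6 in DMSO at 8 h, at 32 ± 0.538 and 51.5 ± 6.8 at 24 h, and at 27.2 ± 1.7 and 83.1 ± 8.21 at 72 h. The log2 fold changes were −0.52 (FDR 0.00106), −0.69 (FDR 1.39e-05) and −1.61 (FDR 3.37e-11), each ± 0.11, so that AXIN1 stood at 70, 62.1 and 32.8% of DMSO. With CHIR it reached 71.8 ± 9.35, 74.2 ± 3.57 and 132 ± 9.42 CPM, log2 fold changes of 0.51 (FDR 0.00164), 0.53 (FDR 0.000657) and 0.67 (FDR 2.55e-05). The trametinib effect at 72 h was larger than at 8 h, by −1.09 ± 0.15 (interaction, FDR 8.94e-06), while AXIN1 in DMSO rose by 0.72 from 8 to 72 h. For the CHIR effect the same difference was 0.16 (FDR 0.568). The authors' deposited table gives AXIN1 log2 fold changes of −0.52, −0.69 and −1.58 for trametinib and 0.51, 0.55 and 0.68 for CHIR. AXIN1 lies on chromosome 16 from 287440 to 352723 on the minus strand (GRCh38), and its canonical transcript has 11 exons.

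AXIN2, a paralog of AXIN1 and a common readout of Wnt signalling, did not pass the threshold against DMSO in the model of all libraries. With trametinib it still lay higher than in DMSO in each same-number pair of libraries at each time. At 8 h it reached 725 to 937 CPM against 532 to 677, and at 24 h 684 to 842 against 475 to 633. At 72 h the groups overlapped (690 to 811 against 261 to 694). With CHIR it lay lower in each pair at 72 h and went both ways earlier. Its log2 fold changes were 0.48, 0.44 and 0.58 with trametinib (each ± 0.33, FDR 0.313, 0.273 and 0.131) and 0.02, 0.02 and −0.53 with CHIR (FDR 0.986, 0.978 and 0.186). The call depended on the model, since with the 6 libraries of each comparison fitted alone the FDR was 0.0292 at 8 h and 0.0173 at 24 h with trametinib, and with a replicate block it was 0.014 for the 0.67 with trametinib and 0.0395 for the −0.57 with CHIR, both at 72 h. At 72 h leaving out a single library gave 0.26 to 0.87 for trametinib, past the threshold without DMSO replicate 1 (0.87, FDR 0.0414), and −0.93 to −0.14 for CHIR, past it without DMSO replicate 3 (−0.84, FDR 0.032) or CHIR replicate 1 (−0.93, FDR 0.0346). The authors' deposited table gives adjusted p-values of 0.00534, 0.00624 and 0.0918 for AXIN2 with trametinib, with SEs of 0.14, 0.14 and 0.31. The SE of 0.33 in the model of all libraries pools the spread of all groups. That spread was widest at 72 h, in DMSO (261 to 694 CPM) and with CHIR (127 to 510 CPM). The missing calls at 8 and 24 h of trametinib in this model thus do not show that AXIN2 stayed unchanged. TNKS2, a tankyrase that marks AXIN proteins for degradation, fell with CHIR by −0.45, −0.71 and −0.80 (each ± 0.084, FDR 0.000595, 2.44e-06 and 1.49e-07), and its change with trametinib stayed between −0.15 and 0.07, not past the threshold. Its paralog TNKS passed it with neither drug against DMSO. EGR1, an immediate early transcription factor downstream of ERK, fell with trametinib by −4.08, −5.23 and −7.30. With CHIR it rose at 8 h (0.79, FDR 0.00319) and fell at 72 h (−0.73, FDR 0.00195). On GRCh38, AXIN2 lies on chromosome 17 from 65528563 to 65561648 on the minus strand, TNKS on chromosome 8 from 9555912 to 9782346, TNKS2 on chromosome 10 from 91798426 to 91865475 and EGR1 on chromosome 5 from 138465479 to 138469303, these last 3 on the plus strand. Canonical transcripts have 11 exons for AXIN2, 27 for TNKS and for TNKS2, and 2 for EGR1.

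**Figure D3:**
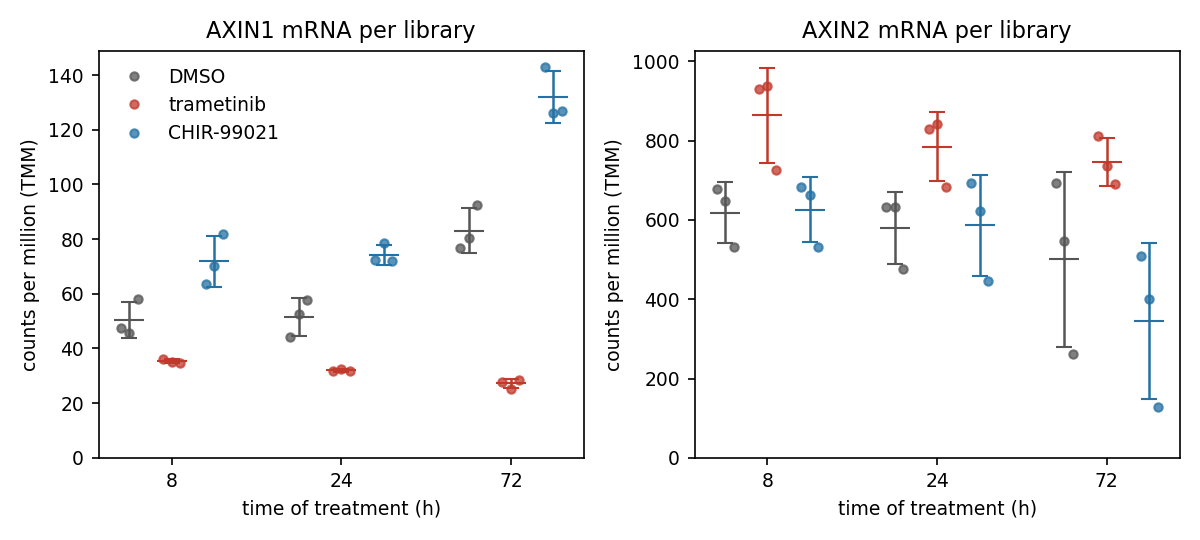
Points are AXIN1 and AXIN2 levels in CPM of single libraries by treatment and time, and bars mark the mean and SD of the 3 libraries of a group. AXIN1 is lowest with trametinib and highest with CHIR at each time. In the model of all libraries AXIN2 differs from DMSO past the threshold in none of the 6 comparisons.

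At 8 h, trametinib lowered the genes that Ras-MAPK signalling is known to induce, of which 25 of 31 fell and none rose (27 fell adjusted over the list alone, median −2.22, camera FDR 7.9e-107, or 1.93e-07 with an estimated correlation). DUSP6, a phosphatase of ERK, went from 351 ± 60.7 to 2.73 ± 0.769 CPM (−7.00 ± 0.36). SPRY4, an inhibitor of receptor tyrosine kinase signalling, fell by −5.10 ± 0.14, and the transcription factors ETV5 and FOS by −5.05 ± 0.20 and −4.95 ± 0.29. Genes of cell cycle exit rose, 8 of 14 with none lower (10 adjusted over the list alone, camera FDR 2.1e-06, or 0.0117 with an estimated correlation). They included the inhibitors of cyclin-dependent kinases CDKN1C (2.14), CDKN2B (1.68) and CDKN1A (1.52, from 101 ± 11.2 to 290 ± 68.3 CPM). DNA replication genes fell, 18 of 25 with none higher (20 adjusted over the list alone, camera FDR 3.11e-10, or 0.499 with an estimated correlation). UHRF1, a reader of DNA methylation (−1.47), the transcription factor E2F2 (−1.26) and the cyclin CCNE1 (−1.17) were lowest among those named. Ribosome biogenesis genes fell too, 13 of 26 (16 adjusted over the list alone, camera FDR 4.91e-05, or 0.708 with an estimated correlation), for example PPAN (−0.80 ± 0.15).

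Of 18 receptor tyrosine kinases and adaptors at 8 h of trametinib, 4 rose and 5 fell (5 and 5 adjusted over the list alone, camera FDR 0.68), with the receptors FGFR2 (3.04 ± 0.30), KIT (2.43) and FGFR3 (1.64) among the higher ones. YAP/TEAD target genes counted 5 higher and 7 lower of 24, the same adjusted over the list alone, with ANKRD1 (−3.39) and AMOTL1 (−3.33) lowest. Their camera FDR was 0.0506, and 0.00932 with a replicate block, the lowest of 5 alternatives that passed with all groups complete or without all replicate 3 libraries (highest 0.0487). It also passed without DMSO replicate 2 (0.029) or 3 (0.00911) or trametinib replicate 1 (0.0113). No member of the 92 5'TOP mRNAs, which encode the translation machinery, passed the threshold, nor adjusted over the list alone (median −0.11). This list had a camera FDR of 0.061, and of 0.0486 with a replicate block and 0.00123 without a filter, and it passed without DMSO replicate 2 (0.046) or trametinib replicate 2 (0.0311) or 3 (0.031). Among genes of at least 5 CPM whose libraries did not overlap, the largest rises included those of SYNPO, an actin-binding protein (4.06), and LIX1 (3.33). In all, 2105 genes were higher and 2183 lower, 873 and 646 of them at least 2-fold. Without DMSO replicate 3 the count was 2791 in place of 4288. Under library size as the only scaling the median gene moved by 0.11 and 66.5% of the changed genes were higher, in place of 49.1%.

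At 24 h of trametinib, all 25 DNA replication genes fell, with a median of −2.96 (25 adjusted over the list alone, camera FDR 1.43e-45, or 0.0133 with an estimated correlation). MCM10, which helps start replication forks, fell by −4.37 ± 0.36, RRM2, a subunit of ribonucleotide reductase, by −4.10 ± 0.33 and CDC45, part of the replicative helicase, by −3.91 ± 0.29. All 25 G2/M genes fell as well, with a median of −3.23 (25 adjusted over the list alone, camera FDR 2e-54, or 0.0117 with an estimated correlation). Among them were the mitotic kinase AURKB (−3.96), the cyclin CCNA2 (−3.70) and the proliferation marker MKI67, which went from 532 ± 38.3 to 42.9 ± 20.1 CPM. Of 31 Ras-MAPK output genes 24 fell and none rose (24 adjusted over the list alone, median −2.06, camera FDR 1.39e-39, or 7.75e-05 with an estimated correlation). The lowest were DUSP6 (−7.45), ETV5 (−6.84), ETV4 (−6.58) and ETV1 (−5.99).

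Ribosome biogenesis genes fell at 24 h of trametinib, 23 of 26 with none higher (25 adjusted over the list alone, camera FDR 0.000115, or 0.729 with an estimated correlation). TCOF1, a cofactor of ribosomal DNA transcription, was at −2.19 ± 0.22 and the snoRNP proteins DKC1 and NOP56 at −1.34 and −1.30. Of 92 5'TOP mRNAs, 33 fell and none rose (22 adjusted over the list alone, median −0.22, camera FDR 0.0491, or 0.884 with an estimated correlation), including RPS26 (−0.78) and HNRNPA1 (−0.73). This call was lost under 6 alternatives, with FDR 0.0636 to 0.402, and without DMSO replicate 3 (0.27) or trametinib replicate 1 (0.0917), and with library size as the only scaling the median was 0.01. Their share of counts was not lower, at 8.49 ± 0.325% with trametinib and 8.15 ± 0.387% in DMSO at 24 h, and 8.2 ± 0.11% and 8.14 ± 0.05% at 8 h. Glycolysis and hypoxia genes counted 1 higher and 14 lower of 23, the same adjusted over the list alone (camera FDR 0.0206, or 0.542 with an estimated correlation). The glycolytic enzymes PKM (−1.32) and LDHA (−1.28) were lower. That call was lost with a stricter expression filter (0.0578) and with the 6 libraries alone (0.0637).

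Genes of cell cycle exit went both ways at 24 h of trametinib, with 6 higher and 3 lower of 14, the same adjusted over the list alone. CDKN2B rose by 2.68 ± 0.21 and CDKN2C, another inhibitor of cyclin-dependent kinases, fell by −1.88 ± 0.31, and the camera FDR was 0.0629, and from 0.0293 to 0.0487 in 5 alternatives, with 0.0445 for a replicate block, and 0.041 without trametinib replicate 2. Wnt target genes had 4 higher and 4 lower of 16, the same adjusted over the list alone, with the Wnt antagonist DKK4 at −6.53 and FGF20, a growth factor, at 2.15. Their camera FDR was 0.78, with a median of 0.32 and a mean of −0.50. Among intestinal stem cell markers 3 rose and 8 fell of 17 (6 and 8 adjusted over the list alone, camera FDR 0.847), such as the transcription factor MYB (−3.54). Among genes of at least 5 CPM without overlap, the 5 highest of the comparison were the myosin light chain MYL3 (5.05), the alkaline phosphatase ALPG (4.97), the proton pump subunit ATP6V1B1 (4.87), SYNPO (4.76) and LY6G6C (4.47). The 5 lowest within this limit were DUSP6, the 3 ETV genes named above and EGR1. The comparison had 4702 higher and 4966 lower genes, 2427 and 1512 of them at least 2-fold. With library size as the only scaling the median gene moved by 0.23 and 68.6% of the changed genes were higher, in place of 48.6%.

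At 72 h of trametinib, 29 of 31 Ras-MAPK output genes fell and none rose (29 lower and 1 higher adjusted over the list alone, median −3.81, camera FDR 9.6e-53, or 3.11e-05 with an estimated correlation). DUSP6 was at −9.81 ± 0.42, ETV4 at −9.69 ± 0.20 and FOSL1, an AP-1 subunit, at −8.91 ± 0.55. Of 92 5'TOP mRNAs 75 were lower and none higher (75 lower and 1 higher adjusted over the list alone, median −0.54, camera FDR 1.34e-07, or 0.619 with an estimated correlation). The elongation factor EEF1B2 (−1.30 ± 0.13) and the ribosomal proteins RPL12 (−1.08) and RPS6 (−0.96) were among them. The 5'TOP mRNAs took 5.79 ± 0.319% of counts with trametinib, 7.73 ± 0.372% in DMSO and 10.9 ± 0.115% with CHIR at that time. All 26 ribosome biogenesis genes fell (26 adjusted over the list alone, median −1.28, camera FDR 1.22e-06, or 0.619 with an estimated correlation). DKC1 (−2.08), NOP58 (−2.02) and GAR1 (−1.79), all snoRNP proteins, were lowest.

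Integrated stress response genes, targets of the transcription factor ATF4, fell at 72 h of trametinib, 16 of 20 with 1 higher, the same adjusted over the list alone (median −1.53, camera FDR 9.09e-05, or 0.619 with an estimated correlation). TRIB3, a pseudokinase induced by stress, went from 684 ± 180 CPM in DMSO to 44 ± 2.28 (−3.96 ± 0.23), and the transcription factors ATF3 and DDIT3 fell by −3.11 and −2.71. With all replicate 3 libraries left out the median was −0.99. Interferon response genes rose, 14 of 19 with none lower (14 adjusted over the list alone, median 0.71, camera FDR 0.000182, or 0.498 with an estimated correlation). OAS2, a sensor of double-stranded RNA, went from 8.55 ± 3.56 to 233 ± 24.9 CPM, and IFIT1, an antiviral protein, rose by 4.76. By DESeq2 their median was 1.09. Cholesterol biosynthesis genes rose, 18 of 21 with 1 lower, the same adjusted over the list alone (median 0.76, camera FDR 0.000175, or 0.619 with an estimated correlation). They included the enzyme MSMO1 (1.94) and the sterol sensor INSIG1 (1.90). Lysosome and autophagy genes counted 14 higher and 3 lower of 22, the same adjusted over the list alone (median 0.71, camera FDR 0.00411, or 0.499 with an estimated correlation). The protease CTSD (1.58) and the sialidase NEU1 (1.35) were higher and the autophagosome protein MAP1LC3B (−1.30) was lower.

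Proliferation genes stayed below DMSO at 72 h of trametinib. DNA replication genes fell, 23 of 25 (23 adjusted over the list alone, median −1.55, camera FDR 3.82e-10, or 0.499 with an estimated correlation). All 25 G2/M genes fell (25 adjusted over the list alone, median −1.77, camera FDR 2.22e-14, or 0.498 with an estimated correlation). MCM7, a helicase subunit, fell by −2.51 and UBE2C, a ubiquitin-conjugating enzyme of mitosis, by −2.99. Markers of non-epithelial cells were higher for 8 of the 9 measured members (8 adjusted over the list alone, camera FDR 0.00825, or 0.237 with an estimated correlation, and 0.0578 with a stricter expression filter). Their levels were low, such as 0.757 CPM for CD3E, a T cell receptor subunit, and 1.03 CPM for COL1A2, a collagen, in the trametinib libraries. Replication-dependent histones had 15 higher and 3 lower of 22 (15 and 4 adjusted over the list alone, median 1.41, and 0.91 by DESeq2, camera FDR 0.00808, or 0.619 with an estimated correlation). Only 22 of the 36 listed histones had enough counts, and how far the mRNA libraries capture these transcripts was not tested, so this does not show higher histone expression. H2AC13 (2.36) was higher and the linker histone H1-4 (−3.66) lower. NRF2 target genes counted 8 higher and 3 lower of 17, the same adjusted over the list alone (camera FDR 0.0421, or 0.542 with an estimated correlation). The aldo-keto reductases AKR1C1 (5.50) and AKR1C3 (5.03) were highest. The highest genes were CES1, a carboxylesterase (8.52), GRHL3, a transcription factor of epidermal differentiation (8.05), and MFAP5, a microfibril protein (7.62). The comparison had 5410 higher and 6026 lower genes, but 3010 higher and 2225 lower at least 2-fold. The share of changed genes that were higher was 47.3%, and 51.7% with DESeq2 size factors, 52% by DESeq2 and 54.7% with library size as the only scaling, under which the median gene moved by 0.12. The NRF2 call was lost with the 6 libraries alone (0.06), with a replicate block (0.0851) and without DMSO replicate 1 (0.0693) or 2 (0.0595).

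CHIR at 8 h raised genes of ribosome and sterol synthesis. Ribosome biogenesis genes rose, 12 of 26 with none lower (14 adjusted over the list alone, median 0.57, camera FDR 3.92e-09, or 0.542 with an estimated correlation). NOP16 (1.00 ± 0.23) and the helicase DDX21 (0.87 ± 0.21) were among them. Cholesterol biosynthesis genes rose, 14 of 21 with none lower (18 adjusted over the list alone, median 0.50, camera FDR 5.69e-09, or 0.498 with an estimated correlation). They included INSIG1 (1.22) and SQLE, the squalene epoxidase (0.84). The growth factors EREG and AREG, ligands of the EGF receptor, rose by 2.38 ± 0.34 and 2.36 ± 0.44, EREG from 2.19 ± 0.768 to 11.4 ± 0.287 CPM. Cell cycle exit genes fell, 5 of 14 with none higher (5 adjusted over the list alone, camera FDR 0.0193, or 0.404 with an estimated correlation). The cyclin CCNG2 (−2.41) and the inhibitors of growth BTG1 (−0.97) and CDKN1B (−0.79) were among them.

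Further lists passed at 8 h of CHIR. G2/M genes fell, 4 of 25 (4 adjusted over the list alone, median −0.29, camera FDR 0.00578, or 0.826 with an estimated correlation), with HMMR, a spindle protein, at −0.99. Receptor tyrosine kinases and adaptors had 1 higher and 5 lower of 18, the same adjusted over the list alone (camera FDR 0.0278, or 0.542 with an estimated correlation). The insulin receptor substrate IRS2 (−1.06) and the receptor IGF1R (−0.80) were lower. Of 92 5'TOP mRNAs 6 rose, and none adjusted over the list alone (median 0.12, camera FDR 0.00149, or 0.811 with an estimated correlation). Integrated stress response genes rose, 5 of 20 (6 adjusted over the list alone, camera FDR 0.0132, or 0.798 with an estimated correlation), with TRIB3 at 0.93. Lysosome and autophagy genes had 6 higher and 2 lower of 22 (7 and 2 adjusted over the list alone, camera FDR 0.02, or 0.542 with an estimated correlation), among them the channel MCOLN1 (0.78). Glycolysis and hypoxia genes had 5 higher and 1 lower of 23, the same adjusted over the list alone (camera FDR 0.0111, or 0.542 with an estimated correlation), with the growth factor VEGFA (1.22) and HK2, a hexokinase (1.14). NRF2 target genes rose, 3 of 17 (4 adjusted over the list alone, camera FDR 0.0429, or 0.542 with an estimated correlation, and 0.0629 with a replicate block). The highest genes of at least 5 CPM without overlap were EREG, SH2D5 (2.32) and the serine protease PRSS22 (1.81), and the lowest were KLHL24, a ubiquitin ligase adaptor (−2.65), the signalling adaptor GRB7 (−2.57) and UBALD2 (−2.54). In all, 1784 genes were higher and 1858 lower, 130 and 615 at least 2-fold. With library size as the only scaling, which moved the median gene by −0.11, 29.1% of the changed genes in place of 49% were higher. The count of 3642 fell to 2177 without DMSO replicate 1, 2329 without DMSO replicate 2 and 2194 without CHIR replicate 3, and rose to 5773 without all replicate 3 libraries. Without DMSO replicate 3 the calls were lost for the integrated stress response (FDR 0.102), lysosome (0.0855) and NRF2 (0.104) lists and the cell cycle exit median was −0.14, and without CHIR replicate 3 they were lost for 5'TOP mRNAs (0.0588) and receptor tyrosine kinases (0.0614). Receptor tyrosine kinases also lost theirs without DMSO replicate 1 (0.0677), lysosome and NRF2 genes without CHIR replicate 1 (0.0507 and 0.0677), and the stress response and NRF2 genes without CHIR replicate 2 (0.0539 and 0.0543). With a stricter filter the lysosome (0.0501) and NRF2 (0.0648) calls ended, and with library size only the receptor tyrosine kinase call ended (0.0535) and the 5'TOP median was 0.01.

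At 24 h of CHIR, ribosome biogenesis genes rose, 21 of 26 with none lower (24 adjusted over the list alone, median 0.77, camera FDR 1.32e-11, or 0.499 with an estimated correlation). BOP1 (1.39 ± 0.18) and RRP9 (1.22 ± 0.19), factors of ribosomal RNA processing, were among them. Of 92 5'TOP mRNAs 41 rose and none fell (45 adjusted over the list alone, median 0.28, and 0.17 with library size only, camera FDR 1.54e-10, or 0.542 with an estimated correlation). The elongation factor EEF2 (0.56) and the initiation factor EIF4B (0.47) were higher. Receptor tyrosine kinases and adaptors fell, 9 of 18 with 1 higher (11 and 1 adjusted over the list alone, median −0.60, camera FDR 0.00763, or 0.499 with an estimated correlation). FGFR2 (−1.27) and IRS2 (−1.17) were lowest. YAP/TEAD target genes had 3 higher and 12 lower of 24 (3 and 13 adjusted over the list alone, camera FDR 0.0407, or 0.708 with an estimated correlation). Lower members included the matricellular proteins CCN2 (−2.29 ± 0.49) and CCN1 (−1.17 ± 0.27). Cell cycle exit genes fell, 6 of 14 (6 adjusted over the list alone, camera FDR 0.0486, or 0.498 with an estimated correlation), with CCNG2 at −2.47. Lysosome and autophagy genes and glycolysis and hypoxia genes each had 12 higher and 4 lower, of 22 and 23, the same adjusted over the list alone (camera FDR 0.0284 and 0.0258, or 0.582 and 0.542 with an estimated correlation). The protease CTSA (0.83) and the hexokinase HK2 (1.24) were higher. The lysosome FDR was 0.0665 with a replicate block.

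Among genes of at least 5 CPM, the 5 highest at 24 h of CHIR were the nitric oxide synthase NOS3 (2.85), the cytochrome CYP1A1 (2.38), the GTPase DIRAS2 (2.19), SYTL2 (2.16) and PRSS22 (2.05). The 5 lowest were ABTB1 (−3.34), PBXIP1 (−3.30), KLHL24 (−2.95), the lectin SIGLEC6 (−2.92) and SMIM14 (−2.88). The comparison had 2917 higher and 3335 lower genes, 324 and 1294 of them at least 2-fold. With library size as the only scaling 31.8% of the changed genes in place of 46.7% were higher, and the median gene moved by −0.11. Without DMSO replicate 1 the count of 6252 became 4136, and the calls for glycolysis (0.0865), cell cycle exit (0.074) and YAP/TEAD targets (0.101) were lost, as they were without CHIR replicate 3 (0.057, 0.0859 and 0.0747). The lysosome call was lost without DMSO replicate 3 (0.101) or CHIR replicate 1 (0.0506), with library size only (0.076) and with a stricter filter (0.0563). A stricter filter also ended those for cell cycle exit and YAP/TEAD targets (both 0.0578), as did leaving out CHIR replicate 2 for the former (0.0517), library size only for the latter (0.0581) and the 6 libraries alone for glycolysis (0.0984).

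At 72 h of CHIR, 91 of 92 5'TOP mRNAs rose and none fell (92 adjusted over the list alone, median 0.71, camera FDR 6.75e-34, or 0.135 with an estimated correlation). Among them were the ribosomal proteins RPL12 (1.05 ± 0.094) and RPS10 (1.03 ± 0.16) and the ribosome-bound scaffold RACK1 (1.05 ± 0.10). Ribosome biogenesis genes rose, 22 of 26 (23 adjusted over the list alone, median 0.77, camera FDR 4.99e-07, or 0.609 with an estimated correlation), with NOP56 at 1.17 and PPAN at 1.15. Interferon response genes fell, 12 of 19 with none higher (12 adjusted over the list alone, median −0.75, camera FDR 0.00574, or 0.542 with an estimated correlation). IFI6 (−2.30), IFIT2 (−2.20) and the transcription factor IRF7 (−1.36) were lower. G2/M genes fell, 11 of 25 (11 adjusted over the list alone, median −0.42, camera FDR 0.00717, or 0.835 with an estimated correlation). The kinesin KIF20A (−1.22) and MKI67 (−0.80) were lower. Cell cycle exit genes fell, 8 of 14 with 1 higher, the same adjusted over the list alone (median −0.54, camera FDR 0.0272, or 0.475 with an estimated correlation), with CCNG2 (−3.15) and CDKN1C (−1.65).

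Lysosome and autophagy genes had 13 higher and 2 lower of 22 at 72 h of CHIR (13 and 3 adjusted over the list alone, median 0.49, and 0.29 with library size only, camera FDR 0.00149, or 0.498 with an estimated correlation). The channel MCOLN1 (0.97) was higher and GABARAPL1, an autophagosome protein, lower (−2.16). YAP/TEAD target genes counted 2 higher and 13 lower of 24, the same adjusted over the list alone, with CCN2 (−2.36) and CCN1 (−1.30) lower. Their camera FDR was 0.0909, and 0.0118 to 0.0245 in 4 alternatives, with 0.0158 for a replicate block. No Wnt target gene of 16 rose and 5 fell (4 adjusted over the list alone, camera FDR 0.241), such as the stem cell transcription factor ASCL2 (−1.15). The list passed without DMSO replicate 3 (median −0.93, FDR 0.0295) or CHIR replicate 1 (median −1.15, FDR 0.0373). The highest genes were GAP43, a protein of nerve growth cones (3.76), NOS3 (3.75) and the deiodinase DIO3 (3.66). The lowest were the protease KLK10 (−4.40), ABTB1 (−3.75) and GRB7 (−3.49, from 31.8 ± 0.388 to 2.85 ± 1.12 CPM). The comparison had 4233 higher and 4584 lower genes, 812 and 2041 at least 2-fold. Fitted with its 6 libraries alone the count was 4321 and the lysosome FDR 0.0505. The DMSO and CHIR libraries of 72 h varied more than those of the other groups, so the pooled spread may be too small for this comparison. Scaled by library size alone, the median gene moved by −0.20 and 28.7% of the changed genes in place of 48% were higher.

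**Figure D4:**
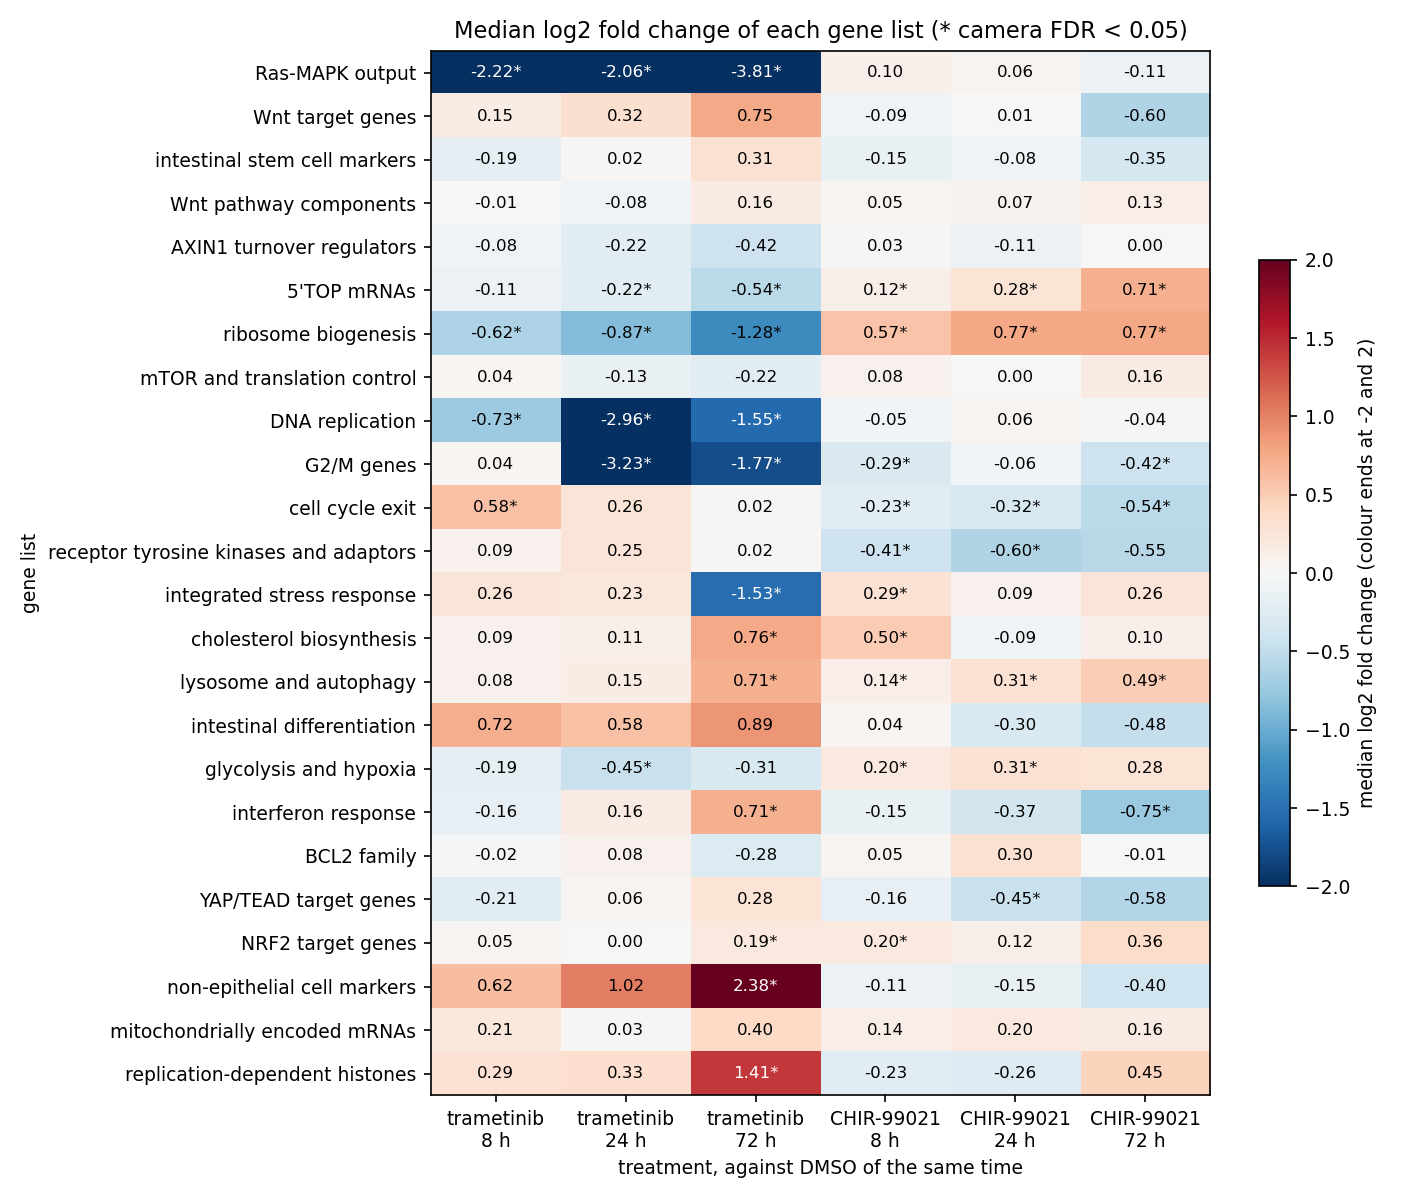
Cells give the median log2 fold change of the measured members of each of the 24 gene lists with each drug against DMSO at 8, 24 and 72 h, and a mark shows a camera FDR below 0.05 with the preset correlation. 5'TOP mRNAs lie at −0.54 with trametinib and at 0.71 with CHIR at 72 h, while their median at 24 h of trametinib, −0.22, becomes 0.01 with library size as the only scaling.

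Compared with each other, the inhibitors differed in 8946 genes at 8 h, 12534 at 24 h and 13634 at 72 h. AXIN1 was lower with trametinib than with CHIR, by −1.02, −1.22 and −2.28, and EGR1 was lower by −4.87, −5.38 and −6.57. TNKS2 was higher with trametinib, by 0.52, 0.67 and 0.65, and AXIN2 was higher at 72 h (1.11 ± 0.33, FDR 0.00457). DUSP6 (−6.68) and SPRY4 (−5.05) were among the lowest genes at 8 h together with IL10, a cytokine (−5.88), which at 24 h lay at 13.6 ± 0.415 CPM with CHIR and at 0.103 with trametinib. SYNPO (5.13) and LIX1 (4.73) were among the highest at 8 h, and ALPG (7.71), SYNPO (7.32) and LY6G6C (7.26) were highest at 24 h. At 72 h the highest were CES1 (9.65), KLK5, a protease of the skin (9.60), and LDLRAD1. LDLRAD1 had no counts in the CHIR libraries and was at least 875-fold higher with trametinib, against a floor of 3 counts over the group. FOSL1 (−9.04) and ETV4 (−9.00) were lowest at 72 h with SPRR2D, a protein of the cornified envelope, whose level with CHIR varied widely (15.5 ± 21 CPM). The genes higher and lower with trametinib numbered 4681 and 4265 at 8 h, 6394 and 6140 at 24 h, and 6799 and 6835 at 72 h. With library size as the only scaling 71.6, 68.9 and 62.8% of the differing genes were higher with trametinib in place of 52.3, 51 and 49.9%, and the median gene moved by 0.21, 0.34 and 0.32.

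Whether an effect differed between 72 h and 8 h was tested as an interaction. For trametinib, 6381 genes passed, 2752 upward and 3629 downward, but 1585 upward and 1311 downward at least 2-fold. The share upward was 43.1%, and 50.8% with DESeq2 size factors, 50.6% by DESeq2 and 42% with library size only. The effect on G2/M genes moved down for all 25 (25 adjusted over the list alone, median −1.87, camera FDR 1.3e-24, or 0.104 with an estimated correlation). AURKB was at −2.67 and UBE2C at −2.98. That on the integrated stress response moved down for 16 of 20 (16 down and 1 up adjusted over the list alone, median −1.96, camera FDR 1.24e-10, or 0.189 with an estimated correlation). ATF3 was at −4.34 and TRIB3 at −3.84. Ras-MAPK output genes moved down for 22 and up for 1 of 31 (23 and 3 adjusted over the list alone, median −1.14, camera FDR 6.53e-14, or 0.0199 with an estimated correlation). 5'TOP mRNAs moved down for 48 of 92 (50 adjusted over the list alone, median −0.44, camera FDR 4.56e-07, or 0.413 with an estimated correlation). Interferon response genes moved up for 15 of 19 (16 adjusted over the list alone, median 1.31, camera FDR 6.32e-09, or 0.0969 with an estimated correlation), with IFIT1 at 3.03.

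For CHIR, 1734 genes passed the interaction test, 834 upward and 900 downward. The effect on 5'TOP mRNAs moved up for 58 of 92 (79 adjusted over the list alone, median 0.57, camera FDR 5.59e-44, or 0.061 with an estimated correlation). Among them were RACK1 (0.88) and RPS10 (0.89). That on cholesterol biosynthesis moved down for 7 of 21 (11 adjusted over the list alone, median −0.44, camera FDR 3.85e-07, or 0.611 with an estimated correlation). SREBF2, the transcription factor of this pathway (−1.15), was lower. The count was 421 with the 12 libraries fitted alone, 3324 with a replicate block and 4264 without all replicate 3 libraries, and 1028 without CHIR 8 h replicate 2, 1133 without CHIR 8 h replicate 1 and 1100 without DMSO 8 h replicate 3. Scaled by library size alone, 33.2% of these genes in place of 48.1% went upward.

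The solvent control itself changed over the culture time, with 4274 genes higher and 3470 lower in DMSO at 72 h than at 8 h. With library size as the only scaling 64.2% of the changed genes in place of 55.2% were higher, and the median gene moved by 0.084. Ras-MAPK output genes rose, 22 of 31 with none lower (22 adjusted over the list alone, median 0.99, camera FDR 7.74e-11, or 0.0719 with an estimated correlation). They included AREG (3.23), HBEGF, another ligand of the EGF receptor (2.35), and EGR1 (2.29). Integrated stress response genes rose, 14 of 20 with 2 lower (15 and 2 adjusted over the list alone, median 1.11, camera FDR 2.45e-06, or 0.44 with an estimated correlation), with TRIB3 (3.26) and ATF3 (3.19). DNA replication genes fell, 22 of 25 (23 adjusted over the list alone, camera FDR 8.25e-15, or 0.296 with an estimated correlation). G2/M genes fell as well, 24 of 25 (24 adjusted over the list alone, camera FDR 8.25e-15, or 0.31 with an estimated correlation). RRM2 (−1.81) and KIF20A (−2.17) were among the lower ones. Of 92 5'TOP mRNAs 2 rose and 36 fell, the same adjusted over the list alone (median −0.24, camera FDR 2.45e-06, or 0.56 with an estimated correlation). The highest genes were the calcium channel TRPV6 (5.95), KLHDC7B (5.93) and the chloride channel BEST1 (5.53).

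Genes called for both inhibitors at the same time mostly went opposite ways. At 8 h, 1262 genes were called for both, 930 of them (73.7%) in opposite directions where independent calls would give 432, and 332 in the same direction, where they would give 433. At 24 h, 3012 of 3832 shared calls (78.6%) were opposite, where independence gives 1671, and at 72 h 4083 of 5872 (69.5%), where it gives 2787. The shared DMSO libraries push the other way, since simulated data without any drug effect gave correlations across genes of 0.528, 0.492 and 0.504 between both log2 fold changes, where the measured ones were −0.0867, −0.224 and −0.213. These correlations are across genes, which are not independent replicates. Over time, the calls of one drug mostly kept their direction, with 3043 of 3341 genes called at both 8 and 72 h of trametinib (91.1%) and 2748 of 2809 with CHIR (97.8%) going the same way.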

Values the study reported

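In the study, quantitative PCR put the AXIN1 transcript at 63% of the control in HCT116 cells and at 50% in SW480 cells treated with 100 nM trametinib.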

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

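The results in this part are those in which the effect of a drug at 72 h differed from its effect at 8 h by the test of the difference itself, which for gene lists was camera with the preset correlation. The tests of a rise in the DMSO cultures, 1 for AXIN1 and 2 for the integrated stress response genes, were chosen only after the results were seen, as were the fits without all replicate 3 libraries and the grouping of splits by replicate 3. The other tests were chosen before.

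AXIN1 lay further below DMSO at 72 h than at 8 h of trametinib, with a difference of effects of −1.09 ± 0.15, while from 8 to 72 h it rose by 0.72 in DMSO and by 0.88 with CHIR. As the whole cause, a rise in the DMSO cultures is argued against by the trametinib libraries alone, in which AXIN1 fell by −0.37 ± 0.11 from 8 to 72 h (FDR 0.00474). Scaling of the libraries is argued against as well, since the difference was −1.02 (FDR 2.64e-05) with DESeq2 size factors and −1.08 (FDR 3.09e-06) with library size only, both within 1 SE of −1.09. The rise in DMSO makes up another part of the difference. Changes that come with culture time in each arm, such as cell density, were not tested and stay open.

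Integrated stress response genes lay below DMSO at 72 h of trametinib (median −1.53), and their effect moved by −1.96 from 8 to 72 h, calls that were lost with an estimated correlation (FDR 0.619 and 0.189), and without all replicate 3 libraries the 72 h median was −0.99 and the move −1.41. A rise in the DMSO cultures (median 1.11) as the whole cause is argued against by a median of −0.64 ± 0.13 (bootstrap SE) within the trametinib libraries from 8 to 72 h, where 11 of 20 members fell. For TRIB3, ATF3 and DDIT3 the rise in DMSO (3.26, 3.19 and 2.32) was larger than the fall with trametinib (−0.58, −1.15 and −1.06), while for some other members it was smaller. A rise confined to DMSO is argued against only for the members that also rose in the CHIR libraries, 14 of 20, while 2 fell there. A draw at the share of all genes that rose (25.9%) gives at most 9, but it treats the members as independent. Their estimated correlation was 0.563 in the CHIR interaction, so that this bound cannot decide for the list. The count replaced a test on the median (0.84 ± 0.47) after that test was seen to decide nothing. Gene length and GC content are argued against too, since 0% of 10000 random lists matched on length, GC content and mean level had a lower median (central 95% from −0.562 to 0.162). Slower growth and less depleted medium under trametinib were not tested and stay open, as does a direct effect of the drug.

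The 5'TOP mRNAs lay below DMSO with trametinib (median −0.54) and above it with CHIR (0.71) at 72 h, and from 8 to 72 h these effects moved by −0.44 and 0.57, calls that were lost with an estimated correlation (FDR 0.619 and 0.135, and 0.413 and 0.061). As the whole cause, gene length and GC content are argued against, since matched random lists reached central 95% ranges of −0.372 to −0.0535 with trametinib, where 0% lay lower than the list, and of 0.111 to 0.29 with CHIR, where 100% did. The matched lists moved the same way, with medians of −0.21 and 0.2, so that a part of each shift stays open. Under the scaling that brought each median nearest 0 it was −0.42 with trametinib and 0.51 with CHIR, which argues against scaling of the libraries. From 8 to 72 h within an arm, 88 of 92 fell with trametinib, 55 rose and 3 fell with CHIR, and 2 rose and 36 fell in DMSO. Reads shared with ribosomal protein pseudogenes and the different growth of the cultures were not tested and stay open.

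For trametinib the interaction test passed for 6381 genes. EGR1 moved by −3.22, ETV4 by −7.21, INHBE, a subunit of activins, by −5.85 and FOSL1 by −5.56. KLK5 moved by 5.37, the cystatin CST1 by 5.10 and the keratin KRT4 by 5.08. The median of Ras-MAPK output genes moved by −1.14 (camera FDR 6.53e-14, or 0.0199 with an estimated correlation) and that of G2/M genes by −1.87 (1.3e-24, or 0.104). Within the trametinib libraries from 8 to 72 h, Ras-MAPK output genes had a median of −0.13 ± 0.46 (12 rose and 14 fell). In DMSO their median was 0.99 ± 0.25, so that a rise in DMSO as the whole cause of their move stays open. G2/M genes fell in both arms, with medians of −2.87 with trametinib and −1.09 in DMSO. Interferon response genes moved by 1.31 (camera FDR 6.32e-09, or 0.0969 with an estimated correlation). Ribosome biogenesis genes moved by −0.76 (camera FDR 0.000688, or 0.449 with an estimated correlation), and by −0.45 without DMSO 72 h replicate 3 and −0.48 without all replicate 3 libraries. DNA replication genes moved by −0.83 (camera FDR 0.000125, or 0.438 with an estimated correlation). Cholesterol biosynthesis genes moved by 0.57 (camera FDR 1.09e-06, or 0.338 with an estimated correlation). Lysosome and autophagy genes moved by 0.54 (camera FDR 5e-04, or 0.189 with an estimated correlation). Non-epithelial cell markers moved by 1.48 (camera FDR 0.00919, or 0.124 with an estimated correlation). Replication-dependent histones moved by 0.98 (camera FDR 0.00687, or 0.413 with an estimated correlation), and by 1.48 with a stricter filter.

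For CHIR the interaction test passed for 1734 genes. GAP43 moved by 3.90, PROCR, the protein C receptor, by 2.52 and HKDC1, a hexokinase-like protein, by 2.41. EGR1 moved by −1.53 and KLK10 by −3.74. SIGLEC6 moved by −3.54, a call that ended with the 12 libraries fitted alone (−3.52, FDR 0.124), without replicate 1 (−3.31) or 2 (−3.21) of CHIR at 8 h, 2 (−3.62) or 3 (−3.21) of CHIR at 72 h, 3 of DMSO at 8 h (−3.11), and 1 (−3.02) or 2 (−3.41) of DMSO at 72 h. The medians of cholesterol biosynthesis genes and 5'TOP mRNAs moved by −0.44 (camera FDR 3.85e-07, or 0.611 with an estimated correlation) and 0.57 (5.59e-44, or 0.061). Ras-MAPK output genes moved by −0.35 (camera FDR 3e-04, or 0.575 with an estimated correlation), and by −0.22 without DMSO 72 h replicate 3. Replication-dependent histones moved by 0.66 (camera FDR 0.00171, or 0.708 with an estimated correlation). Interferon response genes moved by −0.42 (camera FDR 0.0176, or 0.717 with an estimated correlation), a call that ended without DMSO 72 h replicate 1 (−0.27, FDR 0.0983) or CHIR 72 h replicate 3 (0.156). Lysosome and autophagy genes moved by 0.19 (camera FDR 0.0314, or 0.708 with an estimated correlation). Their call ended with library size only (0.0842), with the 12 libraries fitted alone (0.0727), with a replicate block (0.0608), and without DMSO 8 h replicate 1 (0.0886), DMSO 72 h replicate 3 (0.172) or CHIR 72 h replicate 2 (0.0728), and the median was 0.29 without DMSO 72 h replicate 1 and 0.30 without CHIR 72 h replicate 3.

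Other splits of the same libraries were counted for each comparison. For the trametinib interaction 8 of 100 splits, the real one included, gave as many genes as the real 6381 and the highest other gave 9569. By the share of 0.05 set beforehand this count leaves chance open. All 7 others kept drug and DMSO libraries whole at 72 h and mixed them at 8 h. They set a whole drug effect against a mixed one and so held a difference themselves, and this share cannot decide about chance. The highest of the 83 splits that mixed the libraries at both times gave 0. There the drug effect lay within the groups, so these splits cannot decide either. For the CHIR interaction it was 13 of 100 splits, with 5667 as the highest other against the real 1734, which by the same share leaves chance open too. Of the 12 others 10 kept the libraries whole at either time, and so cannot decide here either. The other 2 were among the 84 that mixed them at both, with 3571 and 2197 genes. Of these 84, a grouping looked at after seeing the data, 43 had both replicate 3 libraries of 72 h on the same side and 5 of them gave any gene, while the highest of the rest gave 0. All 5 were among the 21 that also had those of 8 h on the same side, and the same grouping for trametinib (35 splits, 19 of them at both times) gave 0, so that the part of replicate 3 stays open. For each comparison of 2 groups only 1 of the 10 splits, the real one, gave as many genes, and 10 splits are too few for a share under 0.05. The highest other count was 0, except for CHIR at 72 h (3752 against the real 8817, with both replicate 3 libraries on the same side and only 1 of the 3 same-number pairs parted, while the other splits that part all 3 pairs, as the real one does, gave 0) and DMSO at 72 h against 8 h (1 against 7744). The number of lists past camera was also reached by other splits, in 10, 8 and 5 of 10 for trametinib at 8, 24 and 72 h (real 4, 5 and 12, highest other 10, 11 and 15). For CHIR it was reached in 2, 4 and 9 of 10 (real 10, 6 and 6, highest other 10, 9 and 12). The list calls given above were adjusted over 6 comparisons, and at 24 h the real counts here lie below them. Adjusted within their comparison, 5'TOP mRNAs with trametinib (camera p 0.0154) and cell cycle exit with CHIR (camera p 0.0149) do not pass. Mixed splits reached the real number in each comparison, so this number does not set the real grouping apart. Each mixed split still held more drug libraries on one side than on the other, and so kept part of any drug effect. Its lists therefore cannot be counted as false calls, and this number decides nothing about chance. With 10 splits a share under 0.05 was out of reach in any case.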

How the results depend on the processing

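Leaving out all replicate 3 libraries was chosen only after the data were seen, and the other alternatives before. No result of these comparisons changed direction while past the threshold. AXIN1 stayed past it against DMSO in each alternative and without each library, from −0.58 to −0.39 at 8 h, −0.79 to −0.46 at 24 h and −1.68 to −1.49 at 72 h of trametinib, and from 0.40 to 0.62, 0.42 to 0.66 and 0.47 to 0.79 with CHIR. AXIN2, not past the threshold in the model of all libraries, passed it with trametinib at 8 and 24 h when the compared groups were fitted alone (0.49 and 0.46, FDR 0.0292 and 0.0173) or without all replicate 3 libraries (0.50 and 0.43, FDR 0.00193 and 0.00283). At 72 h it passed with a replicate block (0.67 with trametinib, FDR 0.014, and −0.57 with CHIR, FDR 0.0395) and without all replicate 3 libraries (0.35 and −0.43, FDR 0.00923 and 0.00279). Over the alternatives its FDR ran from 0.00193 to 0.339, 0.00283 to 0.284 and 0.00923 to 0.123 with trametinib and from 0.00279 to 0.477 with CHIR at 72 h. With a library left out at 72 h it ran from 0.26 to 0.87 with trametinib and from −0.93 to −0.14 with CHIR. Counts moved by over 1.5 times without all replicate 3 libraries (5773 for CHIR at 8 h and 4264 for the CHIR interaction), with the compared groups alone (4321 for CHIR at 72 h and 421 for the CHIR interaction) and with a replicate block (3324 for the CHIR interaction). With a library left out they ran from 2791 to 4335 for trametinib at 8 h, 2177 to 3629 and 4136 to 6369 for CHIR at 8 and 24 h, and 1028 to 2588 for the CHIR interaction. The other counts stayed within 1.5 times, for example 7914 to 10912 for trametinib at 24 h and 9900 to 12355 at 72 h. Of the 144 list tests against DMSO 45 passed, 6 with an estimated correlation, 77 with fry, and 42 to 49 with a library left out. The cause of these shifts was not tested. A fit of fewer libraries has fewer degrees of freedom, which by itself loses calls. It cannot account for the AXIN2 calls gained at 8 and 24 h of trametinib. In the model of all libraries AXIN2 had an SE of 0.33 at each time, pooled over groups that include the wider ones of 72 h. Named genes made 852 gene and comparison pairs, and of their values under these alternatives 0 reversed past the threshold and 19 changed sign below it. Calls of named genes ended for 31 of 840 pairs with library size only, 69 of 819 with the compared groups alone, 15 of 840 with no filter, 14 of 840 without all replicate 3 libraries, and 7, 6 and 4 with DESeq2, a stricter filter and DESeq2 size factors, while 22 newly passed without all replicate 3 libraries, 10 with a replicate block and at most 9 in each of the others. With a library left out they ended for 455 of 5988 values, and 15 newly passed. Single list calls ended for 34 of 1584 values with a library left out and 41 newly passed, and in the other alternatives between 1 and 8 of 216 ended and between 0 and 21 newly passed (21 with no filter, 13 without all replicate 3 libraries and 8 with a replicate block). The alternatives planned for normalized values (other pseudocounts, no filter on the values) were not run, since the table holds counts. At these depths counting error is small beside the spread between libraries, and in simulated data 32% of 1.5-fold changes were found at 24 h, so smaller differences that did not pass are not shown to be absent.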

Other observations

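The tests for the lists in this part were fixed in advance, and the genes named in the last paragraph of this part were chosen after their values were seen. Of 10 regulators of AXIN1 turnover, none rose and 6 fell at 72 h of trametinib, the same adjusted over the list alone (camera FDR 0.101, and 0.012 without a filter), among them the ubiquitin ligases SIAH2 (−1.08), TRIM65 (−0.96) and SIAH1 (−0.86). Wnt pathway components had 13 higher and 10 lower of 31 at that time, the same adjusted over the list alone (camera FDR 0.88), with the receptor FZD2 (1.84) and WLS, which carries Wnt proteins to the cell surface (1.35), higher. With CHIR at 72 h 11 rose and 6 fell, the same adjusted over the list alone (camera FDR 0.12, and 0.0284 without a filter), and FZD2 (−1.77) was lower. Of 25 genes of mTOR and translation control, 7 were higher and 13 lower at 72 h of trametinib, the same adjusted over the list alone (camera FDR 0.295). EIF4EBP1, a repressor of cap-dependent translation (−2.38), and the stress sensor SESN2 (−2.28) were lower. With CHIR 10 rose and 6 fell at 72 h, the same adjusted over the list alone (camera FDR 0.355), and PDCD4, an inhibitor of translation (−2.48), and RICTOR, a subunit of mTOR complex 2 (−1.09), were lower.

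The BCL2 family went both ways, with 4 higher and 6 lower of 13 at 72 h of trametinib, the same adjusted over the list alone (camera FDR 0.566). BMF, which promotes cell death, rose by 2.82 with trametinib and fell by −2.05 with CHIR, and BCL2, which opposes it, fell by −2.81 with trametinib. Intestinal differentiation genes had 5 higher and 1 lower of 11 tested at 72 h of trametinib (5 and 0 adjusted over the list alone, camera FDR 0.156), with CEACAM6 (4.31), the intestinal alkaline phosphatase ALPI (3.26) and the transcription factor CDX2 (1.49) higher. Mitochondrially encoded mRNAs counted 7 higher and none lower of 13 at 72 h of trametinib (4 adjusted over the list alone, camera FDR 0.125), such as MT-ND5 (1.07) and MT-CO1 (0.91). Their FDR was 0.0191 without a filter, 0.0272 without DMSO replicate 1 and 0.035 without trametinib replicate 3. They took 2.9 ± 0.451% of counts with trametinib, 1.81 ± 0.586% in DMSO and 1.78 ± 0.339% with CHIR at 72 h (SD, n = 3). At 8 h these shares were 1.66 ± 0.155, 1.34 ± 0.0764 and 1.38 ± 0.303%, and at 24 h 2.76 ± 0.16, 2.17 ± 0.172 and 2.26 ± 0.202%, so that trametinib had the highest mean at each time.

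In the authors' deposited table, adjusted p-values below 0.05 numbered 4934, 10297 and 10586 genes for trametinib at 8, 24 and 72 h and 4895, 6576 and 5461 for CHIR. With edgeR, 3801, 9117 and 10083 of these were also called for trametinib and 3287, 5477 and 5372 for CHIR, all in the same direction.

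Small counts of the report included members outside the rule for named genes. At 8 h of trametinib EGFR, IGF1R, NRG1, IRS1 and IRS2 were the lower receptor tyrosine kinases and adaptors, and AJUBA, F3, NUAK2, FOXF2 and ARHGEF17 the higher YAP/TEAD targets. At 24 h, NOTUM, ZNRF3, TCF7 and FGF20 were the higher Wnt targets, LGR5, DKK4, TDGF1 and LEF1 the lower ones, EPHB2, CD44 and PROM1 the higher stem cell markers, and CDKN2C, CDKN2D and CCNG1 the lower genes of cell cycle exit. At 72 h, VLDLR was the higher member of the integrated stress response, SRXN1, SLC7A11 and AKR1C2 the lower NRF2 targets, SQSTM1, UVRAG and MAP1LC3B the lower lysosome and autophagy genes, and H2AC20, H2BC11 and H1-4 the lower histones. With CHIR, WIPI1 at 8 h, WIPI1, SGSH and GABARAPL1 at 24 h, and CTSB and GABARAPL1 at 72 h were among the lower lysosome and autophagy genes. RBL2 at 8 h was among the lower genes of cell cycle exit and CCNG1 at 72 h was the higher one. FJX1, WWC1 and, at 24 h, GADD45A were the higher YAP/TEAD targets at 24 and 72 h. FGFR4 at 24 h was the higher receptor tyrosine kinase, and NDRG1, ANKRD37, SLC2A1 and SLC2A3 were the lower glycolysis and hypoxia genes. EPHA2 was the Ras-MAPK output gene whose trametinib effect moved up, and in DMSO from 8 to 72 h SLC7A5 and VLDLR were the lower stress response genes and RPL12 and TPT1 the higher 5'TOP mRNAs.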
